# A retinoic acid-dependent stroma-leukemia crosstalk promotes chronic lymphocytic leukemia progression

**DOI:** 10.1038/s41467-018-04150-7

**Published:** 2018-05-03

**Authors:** Diego Farinello, Monika Wozińska, Elisa Lenti, Luca Genovese, Silvia Bianchessi, Edoardo Migliori, Nicolò Sacchetti, Alessia di Lillo, Maria Teresa Sabrina Bertilaccio, Claudia de Lalla, Roberta Valsecchi, Sabrina Bascones Gleave, David Lligé, Cristina Scielzo, Laura Mauri, Maria Grazia Ciampa, Lydia Scarfò, Rosa Bernardi, Dejan Lazarevic, Blanca Gonzalez-Farre, Lucia Bongiovanni, Elias Campo, Andrea Cerutti, Maurilio Ponzoni, Linda Pattini, Federico Caligaris-Cappio, Paolo Ghia, Andrea Brendolan

## Abstract

In chronic lymphocytic leukemia (CLL), the non-hematopoietic stromal microenvironment plays a critical role in promoting tumor cell recruitment, activation, survival, and expansion. However, the nature of the stromal cells and molecular pathways involved remain largely unknown. Here, we demonstrate that leukemic B lymphocytes induce the activation of retinoid acid synthesis and signaling in the microenvironment. Inhibition of RA-signaling in stromal cells causes deregulation of genes associated with adhesion, tissue organization and chemokine secretion including the B-cell chemokine CXCL13. Notably, reducing retinoic acid precursors from the diet or inhibiting RA-signaling through retinoid-antagonist therapy prolong survival by preventing dissemination of leukemia cells into lymphoid tissues. Furthermore, mouse and human leukemia cells could be distinguished from normal B-cells by their increased expression of *Rarγ2* and *RXRα,* respectively. These findings establish a role for retinoids in murine CLL pathogenesis, and provide new therapeutic strategies to target the microenvironment and to control disease progression.

## Abstract (web summary)

The stromal microenvironment plays a key role in the expansion of chronic lymphocytic leukemia. Here, the authors use the *Eµ-TCL1* mouse model to show that leukemic B-cells induce the activation of retinoic acid synthesis in stromal cells of the lymphoid microenvironment, and that impacting on retinoic acid signalling via diet or chemical inhibition prolonged survival by preventing leukemia dissemination and accumulation in lymphoid tissues.

## Introduction

Chronic lymphocytic leukemia (CLL), the most frequent adult leukemia in Western countries, is characterized by the expansion of mature CD5^+^ B cells in protective microenvironmental niches of secondary lymphoid organs (SLOs) and bone marrow (BM). In these tissues, the interactions between leukemia and cells of the microenvironment promote tumor cell survival, chemoresistance, and disease progression^1–3^. The non-hematopoietic compartment of SLOs comprises different stromal cell subsets including follicular stromal cells, whose role in CLL pathogenesis is still largely unknown^4–7^. Understanding how the stromal compartment evolves and which molecular pathways are involved in supporting tumor cell survival and expansion is crucial to elucidate the contribution of stromal cells in CLL pathogenesis and to design novel therapeutic strategies aiming to target stromal microenvironmental interactions. Stromal cells play a crucial role in organizing lymphoid compartments and in regulating lymphoid homeostasis through the secretion of chemokines and the deposition of the extracellular matrix (ECM), a tri-dimensional scaffold that supports adhesion and locomotion of normal and malignant lymphocytes and acts as a reservoir of signaling molecules and growth factors^8–11^. Aberrant stromal remodeling has been also differentially associated with lymphoid malignancies, including CLL; although the molecular mechanisms underlying it remain elusive.

Retinoic acid (RA), the active metabolite of Vitamin A, is an essential molecule required for vertebrate development and tissue homeostasis^12–15^. RA binds to nuclear receptors and regulates numerous biological processes including cellular differentiation, adhesion, migration, and tissue remodeling^16–19^. In cancer, retinoids and their synthetic analogs are used in the pre-clinical and clinical settings for the treatment of hematologic malignancies and other types of cancer with the rational to induce terminal differentiation and/or apoptosis^20,21^. On the contrary, emerging data indicate that genetic ablation of RA-nuclear receptors or administration of retinoid-antagonist therapy has also been effective in pre-clinical models of breast cancer, allograft rejection, and myelofibrosis, although these approaches have not yet been reported in clinical setting or for the treatment of lymphoid malignancies. Contrary to the pro-differentiation effect of retinoid-analogs, the inhibition of RA-signaling was shown to affect multiple pathways ranging from reduced chemokine secretion, lymphocyte migration, and stromal remodeling^22–24^.

Herein, we set out to characterize the evolution of the stromal microenvironment during CLL progression and identify the molecular pathways involved. We show that leukemia induces RA synthesis and signaling in the stromal microenvironment, and that inhibition of RA-signaling in stromal cells affects genes associated with adhesion, tissue organization, and chemokine secretion. We further demonstrate that blocking RA-signaling controls disease progression and prolongs survival, thus opening to novel potential therapeutic strategies to treat CLL by targeting stroma–leukemia interactions through inhibition of retinoid signaling.

## Results

### Leukemia induces tissue remodeling and retinoid metabolism

Recent work in mice demonstrated that few hours after injection into wild-type recipients, *Eμ-TCL1* CLL cells migrate to follicles in a CXCR5-dependent manner and engage a cross-talk with follicular stromal cells via LTβR, resulting in CXCL13 secretion by stromal cells, leukemia activation, and proliferation^25^. To investigate the molecular pathways activated upon stroma-leukemia cross-talk, including those implicated in chemokine secretion, we performed a microarray analysis using mRNA purified from a murine spleen stromal cell line (mSSC) cultured for 48 h with either murine *Eμ-TCL1* CLL cells or control splenic B cells (Fig. 1a). Up-regulated transcripts in stromal cells cultured with *Eμ-TCL1* CLL cells revealed significant enrichment for interferon regulatory factor (IRF) targets, genes related to extracellular region, exosomes, and inflammatory responses (Fig. 1a and Supplementary Fig. 1). Up-regulated IRF targets contain the *bone marrow stromal cell antigen 2* (*Bst2*) gene, a membrane protein overexpressed in cancer (Supplementary Fig. 1)^26^. We also found the over-expression of *actin alpha 2 smooth muscle* (*Acta2/αSma*), a mesenchymal marker characteristic of cancer associated fibroblasts (Supplementary Fig. 1)^27^. Among deregulated genes annotated for extracellular region, we also discovered the up-regulation of *Aldh1a1, Cyp1b1*, and *Aldh3b1*, all genes encoding for RA-synthetizing enzymes (Supplementary Fig. 1). Differentially expressed genes were overall found significantly enriched for extracellular matrix (ECM) components annotated in the Matrisome-DB atlas, which represents an effort toward the characterization of global composition of the ECM^28^. They are categorized in *core matrisome* genes, comprising ECM glycoproteins, collagens and proteoglycans, and *ECM-associated proteins* including ECM-affiliated proteins, ECM regulators and secreted factors (Fig. 1a). In addition, we found down-regulation of gene-signatures related to cell cycle and cell division, indicating that leukemic cells do not promote stromal cell proliferation (Fig. 1a). To test if human CLL cells induce similar changes in stromal cells, we cultured human leukemic cells, negatively purified from the peripheral blood of eight CLL patients with stable disease, with the mSSC line for 24 h. qPRC analysis revealed a differential induction of genes belonging to retinoid synthesis (*Aldh1a1, Cyp1b1,*and *Rdh10*), fibroblast activation (*αSma*), and ECM (*Prelp, Lamininβ2, Nidogen2*) (Supplementary Fig. 2a). Previous work by Paggetti et al., showed that human CLL-derived exosomes induce the transition of stromal cells into *α*SMA^+^ cancer-associated fibroblasts^29^, a phenotype that is, at least in part, induced in stromal cells by *Eμ-TCL1* CLL cells (Supplementary Fig. 1). The re-analysis of the dataset published by Paggetti revealed induction in stromal cells of genes belonging to inflammatory process, interferons, and cell cycle, all signatures that we also found deregulated in stromal cells upon mouse leukemic cell culture. Notably, of the commonly expressed genes in the two datasets, a large fraction was similarly up-regulated in stromal cells (Supplementary Fig. 2b).

**Fig. 1:**
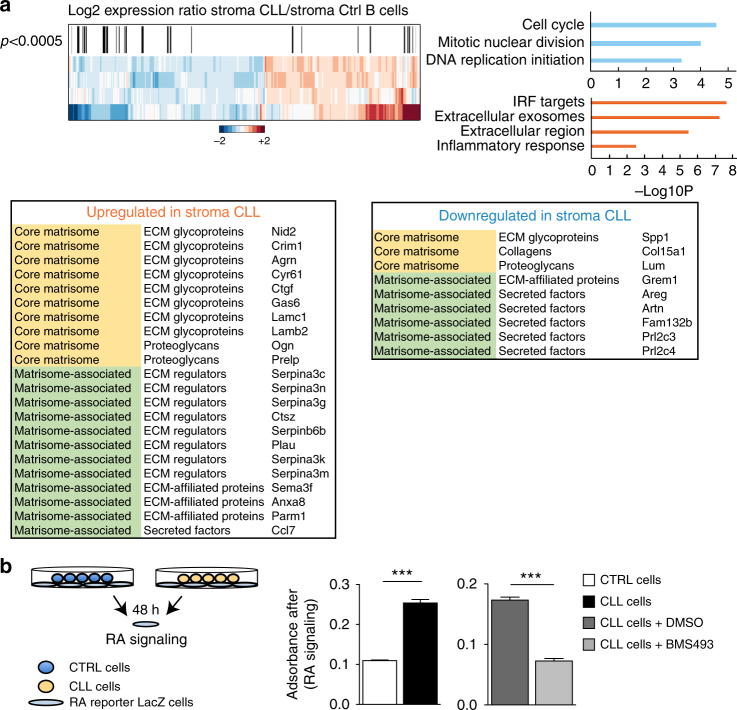
Leukemic cells induce retinoid-signaling in the stromal microenvironment. **a** Heat map of deregulated genes and their annotation analysis for the Illumina microarray. Black bars represent genes belonging to the collection of the MatrisomeDB atlas (see lists); enrichment significance was computed according to the hypergeometric distribution. **b** Experimental design of RA-reporter cells cultured with murine *Eμ-TCL1* CLL or control splenic B cells (left). RA-signaling was measured by quantifying the β-gal activity (absorbance after ONPG staining) (left) after co-cultures, and treatments with vehicle (DMSO) or with BMS493 (right). Data are representative of six independent experiments. The mean of triplicates and ±SD are shown, ***p < 0.001

To confirm that *Eμ-TCL1* CLL cells can indeed modulate the RA-signaling pathway in the microenvironment, we exploited an in vitro system, in which F9 cells, expressing *LacZ* under the RA responsive elements (RARE) are cultured with leukemic or control B cells (Fig. 1b). We found that βgal activity, indicative of the RA-signaling activation, was significantly higher in the presence of leukemic, as compared to control B-cells (Fig. 1b). To confirm that this effect was RA-dependent, we treated the cultures with the RA-signaling inhibitor BMS493^30^, and found that this significantly abrogates βgal activity, and thus RA-signaling (Fig. 1b, right panel).

We then assessed whether modulation of RA-activity in responder cells could be the consequence of a paracrine effect of retinoids secreted by *Eμ-TCL1* CLL cells. To this end, we performed Aldefluor staining to determine the Aldehyde dehydrogenase (ALDH) activity that is required to produce retinoic acid. We found that a fraction of *Eμ-TCL1* CLL cells possesses ALDH activity, a phenotype that was specifically abrogated using the ALDH inhibitor DEAB (Supplementary Fig. 3).

### Inhibiting RA-signaling prevents CLL-induced gene expression

We then assessed the effect of RA-signaling inhibition in stromal cells. To this end, we performed RNA-seq on stromal cells (mSSC line) treated with BMS493 or control vehicle (Fig. 2a). 

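The RNA-seq compared cultures of the murine stromal cell line mSSC treated with the RA-signaling inhibitor BMS493 or with its vehicle DMSO. The sample labels list 4 cultures with DMSO and 4 with BMS493. The dose given in the paper's methods for stromal cells is 1 μM. The labels give a treatment of 48 h, whereas the methods give 24 or 48 h for stromal treatments and do not tie the RNA-seq to either. According to the paper, stranded mRNA libraries were read from one end, aligned to mm10, counted on Ensembl genes from uniquely mapped reads, scaled by weighted trimmed means of M-values and tested in R. The protocol in the labels describes RNA amplification for arrays and qPCR instead. What was analysed here is the authors' deposited table of that comparison. It holds 12589 genes, each with a mean log2 normalized expression over all samples, a log2 fold change of BMS493 over DMSO, a moderated t, a p and an adjusted p. Values of single cultures were not analysed here, so the depth of each library is unknown beyond the average of 18000000 clusters per sample that the paper's methods state, and no spread between cultures can be given. In their place, the standard error of each fold change was computed as the fold change divided by t. Its median was 0.251 on the log2 scale in the eighth of the genes with the lowest expression and 0.0429 in the eighth with the highest, so that fold changes of weakly expressed genes were the least precise. The Benjamini-Hochberg adjustment recomputed from the listed p over all 12589 genes differed from the adjusted p in the authors' deposited table by at most 1.46e-06. At an adjusted p under 0.05 the authors' deposited table calls 1108 genes higher and 1233 genes lower with BMS493. Of these 2341 calls, 500 reach a fold change of 1.5 in either direction. The count moved most when p was recomputed from the listed t with 3 degrees of freedom, the fewest that any gene's listed t and p came near. This left 0 genes at an adjusted p under 0.05 and 1895 at an unadjusted p under 0.05. The degrees of freedom that t and p imply had a median of 33.0 over 6248 genes, and 12 genes were under 4. Even Dhrs3, with a listed t of -37.4, had an adjusted p of 0.1275 from t at 3 degrees of freedom. The 0 therefore follows from the setting and cannot weigh against the calls. The median log2 fold change over all genes was 0.01.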

Transcriptome analysis revealed a significant down-regulation in the expression of genes involved in cellular adhesion, chemokine secretion, ECM-receptor interactions, and migration (Fig. 2a). 

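For the processes shown in Fig. 2a, gene lists were written by hand before the data were examined. Each list was tested with limma's cameraPR, which compares the t values of the authors' deposited table inside the list with those of all other genes (two-sided, preset inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 10 lists). The actin cytoskeleton list, with values for 111 of its 120 genes, lay lower with BMS493 (adjusted p = 0.000376). Its median log2 fold change of -0.06 was at percentile 0.01 of the medians of 10000 random lists matched on mean expression. The transendothelial migration list was also lower, with a median of -0.06 over 67 of 106 genes (adjusted p = 0.00639 from cameraPR). For focal adhesion the median was -0.04 over 159 of 182 genes (adjusted p = 0.0103 from cameraPR). The chemokine list had values for 11 of 39 genes, with a median of -0.10 (adjusted p = 0.0374 from cameraPR), and its median was at percentile 10.5 of the matched random lists. The ECM-receptor interaction list did not pass the threshold (adjusted p = 0.115 from cameraPR). Its median was -0.04 over 61 of 92 genes, at percentile 3.34 of the matched lists, and its members moved both ways. In the authors' deposited table 19 of these 61 genes are called lower and 18 higher, and adjusted over the list alone 21 were lower and 19 higher. The corresponding calls in the authors' deposited table are 38 lower and 14 higher for the actin cytoskeleton, 38 lower and 26 higher for focal adhesion, 18 lower and 10 higher for transendothelial migration, and 3 lower and 2 higher for chemokines. Adjusted over the list alone, these became 39 and 15, 46 and 28, 22 and 10, and 3 and 2. The lists overlap, and 62 genes are in both the ECM-receptor and the focal adhesion list. With a preset correlation of 0.05 none of these 5 lists had an adjusted p under 0.05, and the actin cytoskeleton list had 0.0747. With the log2 fold change in place of t, the adjusted p was 0.240 for focal adhesion, 0.144 for transendothelial migration and 0.0718 for the actin cytoskeleton. For chemokines it was 0.00271. With ranks of t it was 0.0954 for focal adhesion and 0.279 for chemokines. Of the chemokines, 4 had a mean log2 expression of at least 3, and among genes above that limit the adjusted p of the chemokine list was 0.950. Without the genes the study names, the adjusted p was 0.118 for focal adhesion, 0.104 for transendothelial migration and 0.00102 for the actin cytoskeleton. The ECM-receptor list turned to higher (0.406). The paper names its matrix and adhesion genes as lower, so leaving them out raises a list by construction. A correlation estimated from the data and the fry test need values of single cultures and were not run.

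**Figure D1:**
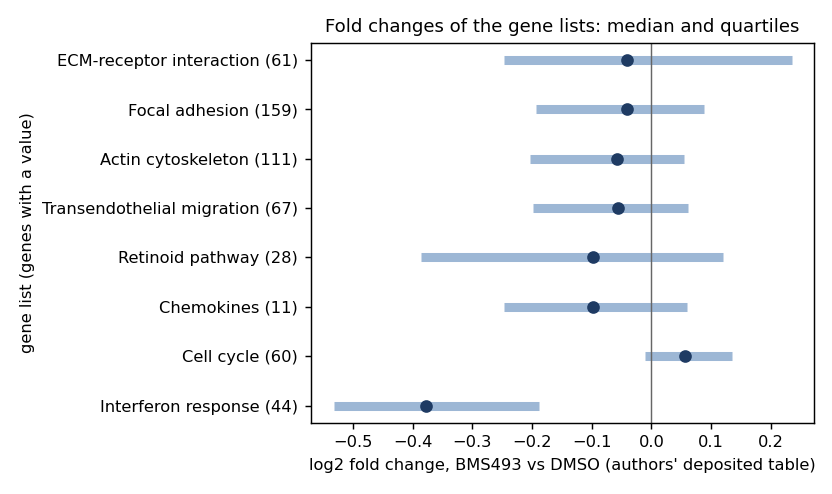
Log2 fold change of BMS493 over DMSO on the horizontal axis for the genes of 8 lists on the vertical axis, with the number of genes with a value in brackets. Points are medians and bars span the first to the third quartile of each list's genes; the bar of the ECM-receptor list reaches from -0.25 to 0.23.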

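Expression of single genes was taken from the same comparison, with positions from GENCODE M21 on GRCm38, the assembly also named mm10. The retinaldehyde dehydrogenase gene Aldh1a1 lies on chromosome 19 from 20492715 to 20643465. The authors' deposited table gives it a log2 fold change of -0.29 with an adjusted p of 4.4e-07, and the standard error computed from it was 0.039. Vcam1, on chromosome 3 from 116109949 to 116129688, has -0.30 in the authors' deposited table, with a computed standard error of 0.045. Itga1, on chromosome 13 from 114953096 to 115101964, showed the largest change of these genes. Its log2 fold change in the authors' deposited table is -1.06 (computed standard error 0.083), at percentile 0.2 of 500 genes of like expression. The chemokine gene Cxcl12 lies on chromosome 6 from 117168535 to 117181367, and the authors' deposited table gives -0.26 (computed standard error 0.038). Among the 500 genes of highest expression this change was at percentile 10.8. Acta2, on chromosome 19 from 34241090 to 34255590, has -0.45 in the authors' deposited table (computed standard error 0.037). No value for Cyp26b1 was found in the authors' deposited table, so it could not be analysed here. Cyp1b1, the gene plotted in Fig. 2a, lies on chromosome 17 from 79701537 to 79715061, with a log2 fold change of -0.95 in the authors' deposited table (computed standard error 0.044). Each of these decreases was several times its standard error. The differences between Aldh1a1, Vcam1 and Cxcl12 were smaller than their standard errors taken together. As a set, the 28 genes with a value out of 39 in a list of the retinoid pathway lay lower, with a median log2 fold change of -0.10 (adjusted p = 2.61e-06 from cameraPR), but with ranks in place of t the adjusted p was 0.279. Without Dhrs3 and Cyp1b1, the genes with the lowest t in the list, it was 0.0870. Leaving out the lowest t weakens a lower list by construction.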

Among the down-regulated transcripts, we validated a set of genes involved in retinoid metabolism (e.g., *Cyp26b1*, *Aldh1a1*) cellular adhesion (e.g., *Vcam-1* and *Itgα1*), migration (e.g., *Cxcl12*), and genes involved in stromal cell activation (e.g., *Acta2/αSma*) (Fig. 2a). 

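Matrix genes were read from the authors' deposited table in the same way. Nid2, which encodes a basement membrane protein, lies on chromosome 14 from 19751265 to 19811787 of GRCm38. Its log2 fold change in the authors' deposited table is -1.07, and the computed standard error was 0.074. Col3a1 (chromosome 1, 45311538 to 45349706) has -0.97 in the authors' deposited table, with a computed standard error of 0.041. The difference between Nid2 and Col3a1 was smaller than the sum of their standard errors. Loxl2 (chromosome 14, 69609068 to 69695834) has -0.74 in the authors' deposited table (computed standard error 0.04). Col4a6 (chromosome X, 141165403 to 141474076) and Lama5 (chromosome 2, 180176373 to 180225859) were alike, with -0.62 and -0.61 in the authors' deposited table and computed standard errors of 0.047 and 0.052. Col1a1 (chromosome 11, 94936224 to 94953042) had the highest mean expression of all genes, 13.3 on the log2 scale. The authors' deposited table gives it -0.41 with an adjusted p of 0.00019, and the computed standard error was 0.053. Relative to 500 genes of like expression, the changes were at percentile 0.4 for Col3a1, 0.6 for Nid2, 0.8 for Loxl2, 1.4 for Col4a6, 2.2 for Lama5 and 5.6 for Col1a1. For Col3a1 and Col1a1 these were the 500 genes of highest expression. They include Lama5, with a mean log2 expression of 8.28, so for Col1a1 many were expressed far lower.

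**Figure D2:**
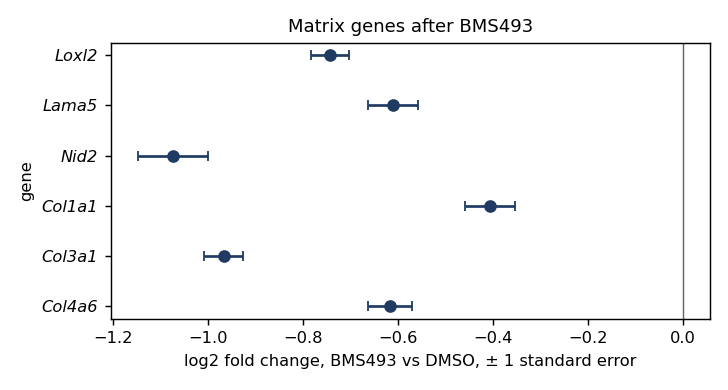
Log2 fold change of BMS493 over DMSO on the horizontal axis for 6 matrix genes on the vertical axis. Points are the values of the authors' deposited table and bars are 1 computed standard error to each side; all 6 lie below 0, between -1.07 for Nid2 and -0.41 for Col1a1.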

Ablation of RA-signaling also significantly reduced the expression of genes involved in ECM remodeling, including *Loxl2, Lama5, Nidogen2*, *Col1a1*, *Col3a1*, and *Col4a6* (Fig. 2a).

**Fig. 2:**
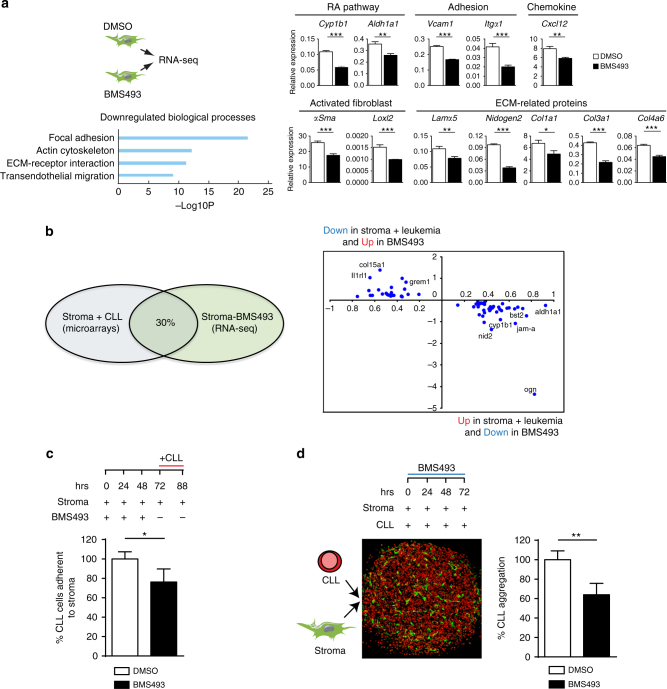
Inhibition of the RA-signaling pathway in stromal cells affects multiple biological processes. **a** Experimental design of RNA-seq analysis performed on mRNA obtained from stromal cells treated with either vehicle (DMSO) or BMS493, and most down-regulated gene-signatures (bottom). Validation of mRNA expression levels of selected stromal gene-signatures after vehicle (DMSO) or BMS493 treatment. Data are representative of four independent experiments. The mean of triplicates and ±SD are shown, *p < 0.05, **p < 0.01, ***p < 0.001. **b** Interpolation of gene expression profiles between microarray and RNA-seq data. **c** Quantification of murine *Eμ-TCL1* CLL cells adherence to stromal cells after BMS493 or vehicle (DMSO) treatment. Data are representative of three independent experiments with three different leukemia preparations. The mean of triplicates and ±SD are shown, *p < 0.05. **d** Aggregation of murine stroma (mSSC) and murine *Eμ-TCL1* CLL cells in spheroid assay. The percentage of aggregation results from the number of murine CLL cells that contribute to spheroid formation after treatment with BMS493 or vehicle (DMSO). Data are representative of one out of four independent experiments. The mean of triplicates and ±SD are shown, **p < 0.01

Notably, we found that 30% of the genes deregulated in stromal cells after leukemia co-culture were modulated in the opposite manner following BMS493 treatment of stromal cells (Fig. 2b), confirming that leukemia modulates the expression of a large fraction of genes in stromal cells via RA nuclear receptor-signaling. 

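The co-culture microarray was not analysed here. The RNA-seq side was examined for the matrisome genes that Fig. 1a lists as changed in co-culture, of which 25 have a value. In total 15 of the 25, or 60.0%, moved opposite to their co-culture direction after BMS493, where 49.3% would do so at the share of all genes (exact binomial test, two-sided, p = 0.321). This share counts any sign of the fold change. With an adjusted p under 0.05 in the authors' deposited table also required, 40.0% of the 25 moved opposite. Neither is like the paper's share, which is of all genes deregulated in co-culture. Of the 19 genes higher in co-culture 11 had a fold change below 0 (exact binomial test, p = 0.494), and of the 6 genes lower in co-culture 4 had one above 0 (exact binomial test, p = 0.688). Tested as lists on t, both groups lay opposite to co-culture. The genes higher in co-culture were lower as a list, with a median log2 fold change of -0.05 (adjusted p = 0.0142 from cameraPR). That median was at percentile 9.72 of the matched random lists, and adjusted over the list alone 7 genes were lower and 7 higher. Those lower in co-culture were higher, with a median of 0.58 (adjusted p = 0.0223 from cameraPR). Their median was at percentile 100 of the matched random lists, and adjusted over the list alone 1 gene was lower and 3 higher. With ranks of t the adjusted p was 0.521 and 0.245, and with a preset correlation of 0.05 it was 0.0841 and 0.0747. With the log2 fold change in place of t it was 0.240 for the list higher in co-culture and 7.7e-05 for the list lower in co-culture. With a mean log2 expression of at least 1 it was 0.0172 for the list higher in co-culture and 0.117 for the list lower in co-culture. Among the genes with an adjusted p under 0.05 in the authors' deposited table, 10 went the opposite way and 6 the same way as in co-culture. Ogn, on chromosome 13 from 49608046 to 49624501 of GRCm38, had the largest opposite change, a log2 fold change of -4.39 in the authors' deposited table (computed standard error 0.168). Its level under BMS493 worked out at 0.52 on the log2 scale. The paper does not state whether a count was added before logs were taken, and an effect of that on the fold change was not tested. Grem1 (chromosome 2, 113746164 to 113758646) and Col15a1 (chromosome 4, 47208161 to 47313167), both lower in co-culture, have 0.79 and 1.35 in the authors' deposited table. The computed standard errors were 0.065 and 0.329, the latter wide because Col15a1 is expressed at percentile 5.1 of all genes. Serpina3n (chromosome 12, 104406729 to 104414329) was higher in co-culture and is higher with BMS493 as well, with 3.45 in the authors' deposited table (computed standard error 0.242). Of further genes marked in Fig. 2b, the authors' deposited table gives -1.12 for F11r (chromosome 1, 171437535 to 171464603), 0.99 for Il1rl1 (chromosome 1, 40429570 to 40465415) and -0.45 for Bst2 (chromosome 8, 71534255 to 71537456). The computed standard errors of these were 0.042, 0.072 and 0.111. From the genes moving in opposite directions in the 2 data sets, the paper concludes that leukemia acts on stromal expression through RA nuclear receptors. The paper has other evidence for RA-signaling, which was not examined here. In Fig. 1b, RA-reporter cells were more active with leukemic than with control B cells, and BMS493 abrogated this. In Fig. 3a, BMS493 abrogated the induction of Cxcl13 and Rarb in stromal cells cultured with leukemia.

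**Figure D3:**
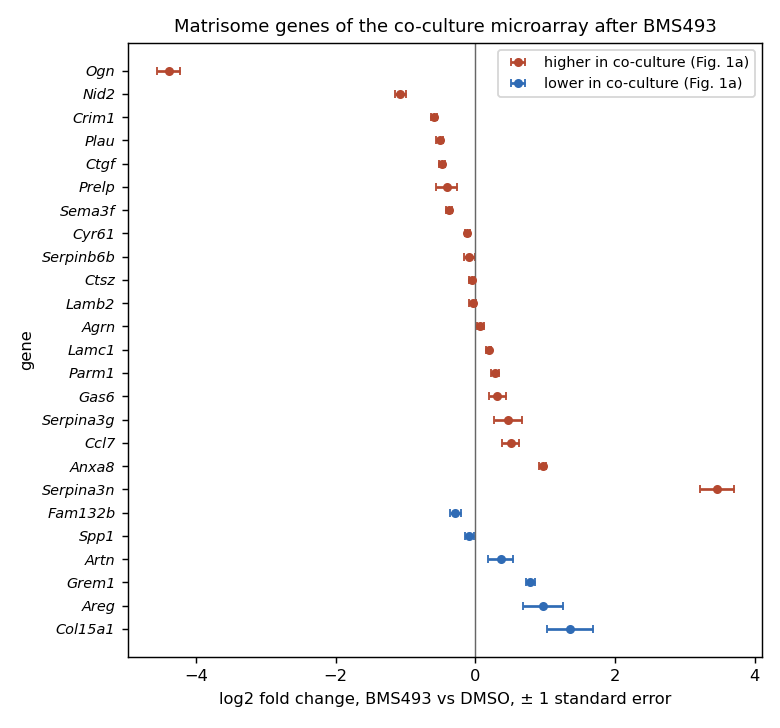
Log2 fold change of BMS493 over DMSO on the horizontal axis for 25 matrisome genes of Fig. 1a on the vertical axis, coloured by their direction in co-culture. Points are the values of the authors' deposited table and bars are 1 computed standard error to each side; 11 of 19 genes higher in co-culture lie below 0 and 4 of 6 genes lower in co-culture lie above 0.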

Based on the transcriptomic analysis of murine stromal cells treated with BMS493, we decided to functionally validate the possibility to alter stroma–leukemia interactions and cellular adhesion through inhibition of retinoid-signaling in stromal cells. To this end, we first treated stromal cells alone with the BMS493 inhibitor for 72 h, and then added to the culture murine *Eμ-TCL1* CLL cells for the remaining 18 h in the absence of the inhibitor. We then quantified the percentage of murine *Eμ-TCL1* CLL cells adherent to the monolayer of stromal cells. The results showed that RA-signaling inhibition reduces adhesion of murine leukemic cells to the stroma as compared to control (Fig. 2c). To further test this under conditions that more closely mimic the in vivo treatment where the inhibitor would target both leukemic and stromal cells, we set up a 3D co-culture model. For this purpose, we aggregated stromal and leukemic cells to form a spheroid in the presence of BMS493 or control vehicle (Fig. 2d). Under these conditions, we observed that while the overall number of stromal cells did not significantly change during the 3D co-culture period, the number of CLL cells that took part to the leukemic aggregate was significantly reduced in BMS493-treated spheroids (Fig. 2d). These functional data are consistent with the RNA-seq results, and indicate that retinoid-signaling strengthen stroma–leukemia interactions by promoting cellular adhesion.

### Enhanced RA activity contributes to CXCL13 expression

As retinoids have been implicated in regulating different cellular processes and target genes, including *Cxcl13* expression^31^, we hypothesized that by strengthening stroma–leukemia interactions, the enhanced RA-activity may contribute to induce *Cxcl13* in stromal cells of the microenvironment.

Gene expression profile analysis revealed a significant increase in *Cxcl13* mRNA levels in stromal cells (mSSC) cultured with leukemia as compared to control cells (Fig. 3a). Notably, treatment with the RA-signaling inhibitor BMS493 abrogated the induction of *Cxcl13* and *Rarβ*, a known target of the RA-signaling (Fig. 3a). To corroborate these findings in a more controlled setting, we cultured stromal cells in a vitamin A deficient media, either in the presence or absence of exogenous RA. Under these conditions, we found significant induction of *Cxcl13* and *Rarβ* expression by RA, which was blocked by BMS493 treatment (Fig. 3b).

**Fig. 3:**
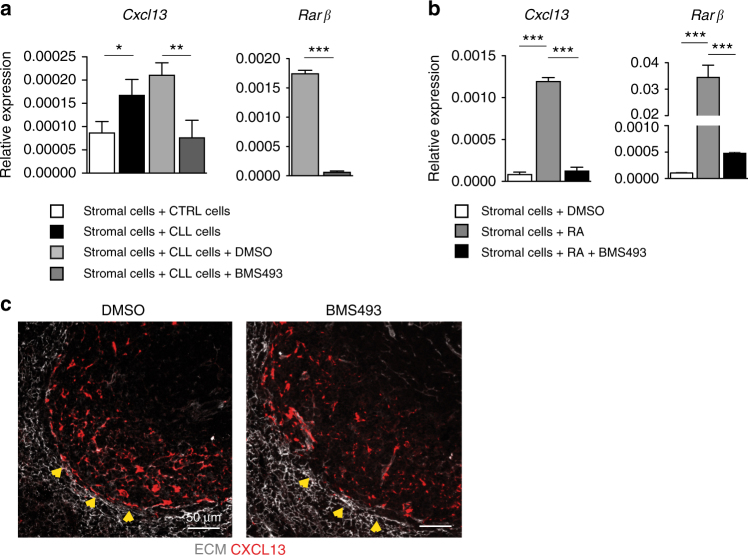
Leukemic cells induce *Cxcl13* expression in stromal cells through retinoid-signaling. **a** qPCR analysis of *Cxcl13* expression from a murine stromal cell line (mSSC) cultured with murine *Eμ-TCL1* CLL cells or control splenic B cells, and after treatment with DMSO or BMS493. Expression of *Rarβ* after BMS493 treatment was used as control. The mean of triplicates and ±SD are shown, * *p* < 0.05, ** *p* < 0.01, ***p < 0.001. **b** Representative qPCR analysis of *Cxcl13* expression from a murine stromal cell line (mSSC) cultured in vitamin A deficient media and treated with vehicle (DMSO), retinoic acid (RA), or BMS493. Expression of *Rarβ* after BMS493 treatment was used as control. qPCR data are representative of one out of three independent experiments. The mean of triplicates and ±SD are shown, ***p < 0.001. **c** Representative confocal images of the spleen from wild type mice treated with either DMSO (left) or BMS493 (right). Tissue sections were stained for laminin (ECM) (gray) and CXCL13 (red). Yellow arrowheads indicate the outer follicular region. Images are representative of one out of three mice analyzed. Scale bars = 50 μm

We then tested whether RA inhibition can affect the distribution of CXCL13 in vivo. To this end, we assessed CXCL13 in the spleen of wild-type mice following exposure to BMS493. The analysis revealed a consistent reduction of CXCL13 distribution particularly in the outer follicular region corresponding to the marginal reticular cell layer that also appeared more disorganized as compared to controls (Fig. 3c). Together, these findings indicate that leukemia promotes a retinoic acid-enriched microenvironment that contributes, at least in part, to CXCL13 induction.

### CXCL13^+^ stromal cell expansion during disease progression

Having established that leukemia promotes increased retinoid metabolism, and that RA controls CXCL13 in stromal cells, we then assessed the distribution of CXCL13 during leukemia development. To this end, we performed confocal mosaic imaging in the spleen of *Eμ-TCL1* transgenic mice or in adoptively transplanted mice with low, intermediate, and high leukemia content. The analysis revealed different patterns of CXCL13 (Fig. 4a), and showed that in a large fraction of mice (50%), the distribution of CXCL13 was increased in different leukemic contexts, and showed a predominant ring-like pattern in the outer region of the follicle corresponding to the area occupied by marginal reticular cells (Fig. 4a, pattern #1). In a fraction of transplanted mice, the CXCL13 meshwork appeared increased, and diffused throughout the entire white pulp (Fig. 4a, pattern #3). Co-localization experiments revealed that a large fraction of CXCL13^+^ stromal cells did not express the FDC marker CD35 (Supplementary Fig. 4a). Co-staining with MOMA-1, a marker of marginal metallophilic macrophages revealed no contribution of this cell type to CXCL13 protein (Supplementary Fig. 4b).

**Fig. 4:**
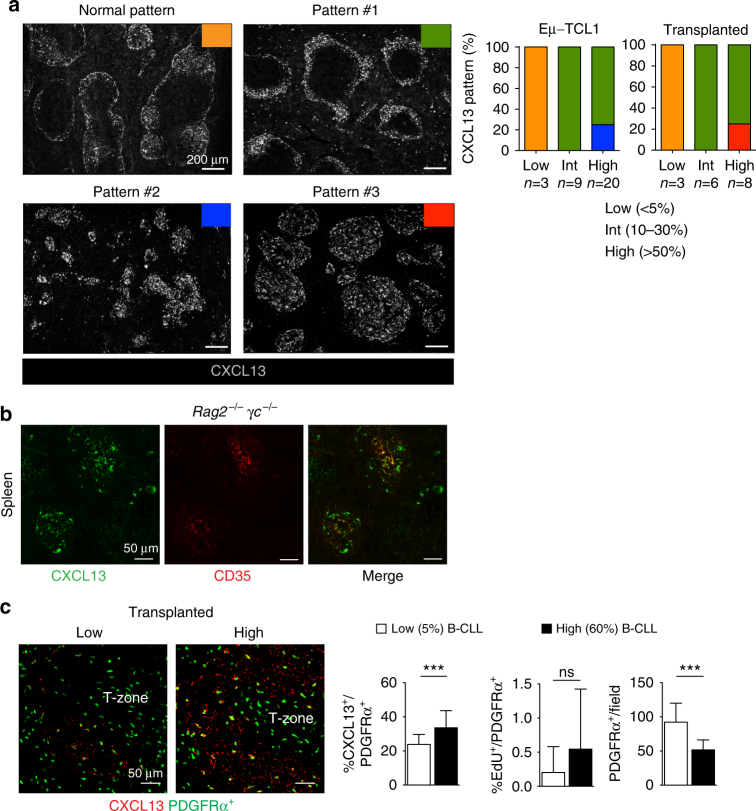
Leukemia development is associated with increased CXCL13 in stromal cells. **a** Representative confocal mosaic images of the spleen. Tissues were isolated from mice with low (<5%), intermediate (10–30%), and high (>50%) leukemia infiltration and stained for CXCL13 (gray) to visualized follicular stromal cells. Graphs indicate the frequency of the different CXCL13 patterns (normal, #1, #2, and #3). Scale bars = 200 μm. **b** Representative confocal images of spleen sections from *Rag2*^*−/−*^*γc*^−/−^ mice injected with leukemic cells, and stained three-weeks after with CD35 (red) or CXCL13 (green) to visualize stromal cells. Each staining is representative of three mice analyzed. Scale bars = 50 μm. **c** Representative confocal images of the spleen from *Pdgfrα*^*gfp/+*^ mice injected with EdU to assess proliferation at different stages of leukemia development. Tissues were stained for GFP (green) to visualize PDGFR*α*^+^ cells and CXCL13 (red). Graphs represent: (i) the percentage of EdU^+^PDGFR*α*^+^ proliferating stromal cells (middle); (ii) the number of CXCL13^+^PDGFR*α*^+^ stromal cells (left); and (iii) the number (density) of PDGFR*α*^+^ stromal cells per field (right). Each count represents the mean ± SD of cells from seven to ten fields analyzed for each tissue. ***p < 0.001. Scale bars = 50 μm. Each staining is representative of one out of three to five mice analyzed

To further assess whether murine CLL cells can induce CXCL13 in stromal cells, we injected *Eμ-TCL1* leukemic cells into *Rag2*^*−/−*^*γc*^*−/−*^ mice lacking CXCL13 and mature follicular dendritic cells (FDCs)^32^. We found that, besides being capable of inducing the formation of small foci of CD35^+^ FDC networks, leukemic cells promoted the formation of large areas of CXCL13^+^ stromal cells not expressing mature FDC markers (Fig. 4b). Based on this, we tested whether the increase in CXCL13 signal observed during leukemogenesis may result from the proliferation of CXCL13^+^ stromal cells, or from the induction of CXCL13 in resident stromal cells not expressing the chemokine. To this end, we took advantage of the *Pdgfrα*^*gfp/+*^ knock-in mouse model in which the *Pdgfrα* promoter drives the expression of nuclear green fluorescence protein (GFP)^33^. In this model, a large majority of T-cell zone fibroblastic reticular cells (FRCs) and marginal reticular cells (MRCs), and a fraction of FDCs can be visualized by nuclear GFP expression, thus allowing a more precise visualization of non-hematopoietic stromal cells. Immunofluorescence analysis performed on *Pdgfrα*^*gfp/+*^ mice transplanted with *Eμ-TCL1* leukemic cells revealed that the number of CXCL13^+^GFP^+^ cells over the total GFP^+^ population increased during disease progression (Fig. 4c). To discriminate between induction of CXCL13 in stromal cells previously negative for this chemokine or active stromal cell proliferation, we injected mice with 5-ethynyl-2 deoxyuridine (EdU). The analysis revealed no statistically significant differences in the proliferation of GFP^+^ stromal cells and consistently with this, we observed that despite the increase in spleen cellularity due to leukemia infiltration, the number of GFP^+^ stromal cells per field diminished instead of increasing, further suggesting that CXCL13 expansion likely results from induction rather than from an increase in stromal cell proliferation. This is consistent with the microarray data, which revealed a down-regulation of genes related to cell cycle and cell division (Fig. 1a), further indicating that leukemic cells do not promote stromal cell proliferation. Altogether, these data indicate that leukemic cells induce a CXCL13-rich stromal microenvironment that favors the recruitment and accumulation of neoplastic cells in the spleen.

### Stromal cell remodeling accompanies leukemogenesis

Given that FDCs are also involved in secreting CXCL13, we then assessed the distribution of these specialized stromal cells in *Eμ-TCL1* transgenic mice and in wild-type mice transplanted with leukemic cells, at different stages of disease progression. Confocal mosaic imaging demonstrated a progressive reduction or loss of CD35^+^ FDCs networks in a large fraction of mice analyzed (Supplementary Fig. 5a, pattern #1 and #4). This phenotype was already evident in mice with intermediate (10–30%) percentage of leukemia in the peripheral blood, and it was maintained in the majority of mice with high (≥50%) leukemia. In a fraction (35%) of mice, however, we found persistence or expansion of disorganized CD35^+^ FDCs clusters (Supplementary Fig. 5a pattern # 2 and #3). Altogether, these findings further demonstrate that leukemic cells promote CXCL13 in follicular stromal cells different from conventional FDCs.

We then evaluated the pattern of follicular stromal cells during the course of human CLL. We stained human CLL splenic biopsies with CD21 and MAdCAM-1 to visualize FDCs and MRCs, respectively, which are known to express CXCL13. The analysis revealed a disorganized pattern of FDCs and MRCs, and the presence of CXCL13^+^ reticular stromal cells in all CLL spleens tested (Supplementary Fig. 5b and c). Immunohistochemistry analysis also revealed the presence of CXCL13 in lymph node (LN) biopsies of CLL patients, and a significant increase of CXCL13^+^ cells during disease transformation (Supplementary Fig. 5d). Together, these findings demonstrate that CLL cells induce remodeling of the splenic follicular stromal compartment, and reveal that CXCL13 is modulated during the evolution of murine and human CLL.

### Targeting RA-signaling prolongs leukemia survival

Taken together our data suggest that inhibition of the RA-signaling could affect disease progression by altering the stroma/ECM–leukemia interactions and the chemokine networks. Thus, to test the possibility that inhibition of this signaling pathway may impact murine CLL progression, we exploited several approaches to block RA signaling in vivo. First, we generated mice deficient in vitamin A (VAD mice) from the day of birth^34^ and transplanted them at 2 months of age with *Eμ-TCL1* leukemic cells. We observed that leukemia engraftment was strongly suppressed in the spleen and bone marrow (BM) of VAD mice, as compared to mice fed with a control diet (Fig. 5a). We then established a more physiological model, in which retinoids were gradually depleted over time. To this end, we fed 2 months old *Eμ-TCL1* mice with a vitamin A deficient (VAD) or control diet before leukemia onset. Long-term survival analysis revealed that VAD *Eμ-TCL1* mice survived longer (Fig. 5b), and this corresponded to significantly reduced levels of retinoic acid precursors as compared to control mice (Fig. 5b).

**Fig. 5:**
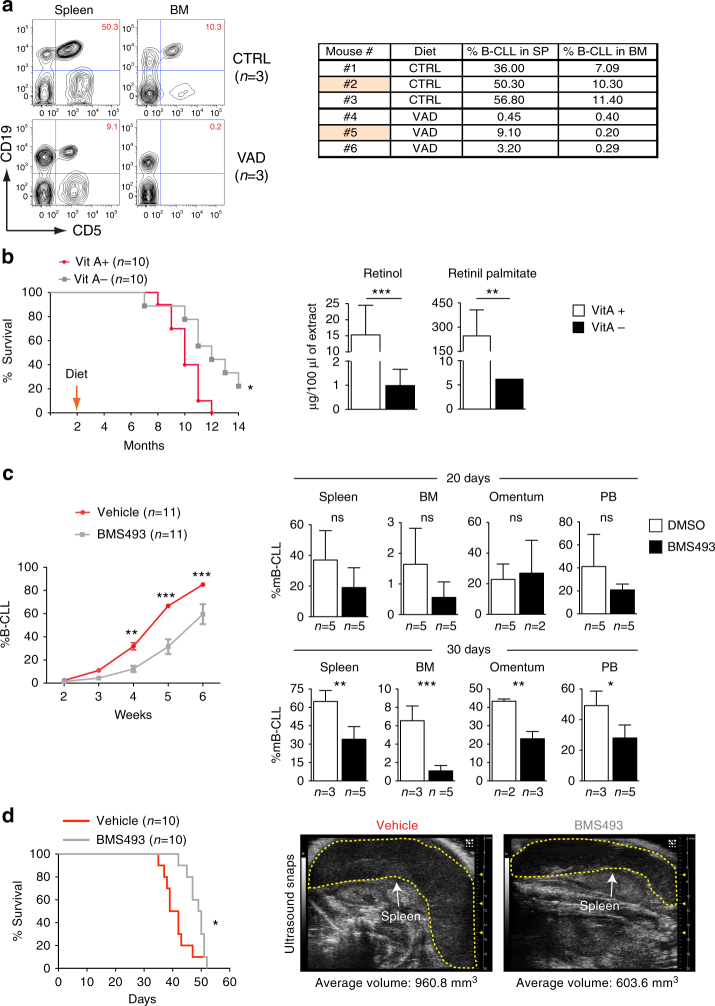
Targeting RA-signaling controls disease progression and prolongs survival. **a** FACS analysis of control mice (*n* = 3) or VAD (*n* = 3) injected with leukemic cells. The table summarizes the percentage of murine *Eμ-TCL1* CLL cells in spleen and BM for each mice analyzed. **b** Survival curve for *Eμ-TCL1* mice fed with vitamin A deficient (VitA–) or control (VitA+) diet. Quantification of RA-precursors retinol and retinyl palmitate in the liver of moribund *Eμ-TCL1* VitA+ or VitA– fed mice. The mean of triplicates and ±SD are shown, *p < 0.05, **p < 0.01 and ***p < 0.001. **c** Analysis of leukemia progression over time in wild type mice transplanted with leukemic cells and treated with vehicle (DMSO) or BMS493. Flow cytometry analysis of leukemia cell infiltration in different tissues at 20 or 30 days after the indicated treatment, *p < 0.05, **p < 0.01 and ***p < 0.001. **d** Survival curve of wild-type mice transplanted with *Eμ-TCL1* CLL cells and treated with vehicle (DMSO) or BMS493, *p < 0.05. Representative ultrasound images and echographical measurement of the spleen size performed at day 35 of disease progression

We then aimed to establish the potential of retinoid-antagonist therapy on leukemia progression. We first treated wild-type mice with the BMS493 or control vehicle 1 week after the injection of 1 × 10^7^ leukemic cells. We found that inhibition of RA-signaling significantly delayed leukemia onset and reduced tumor expansion (Fig. 5c). In a separate cohort of mice analyzed, we found that treatment diminished the accumulation of leukemic cells in the spleen, bone marrow, peritoneal cavity, and peripheral blood (Fig. 5c). Notably, annexin-V and Ki67 staining did not reveal differences in apoptosis or proliferation, respectively, in mice treated as compared to controls (data not shown). Next, we performed a survival curve upon BMS493 treatment. The results show that wild-type mice engrafted with *Eμ-TCL1* CLL cells and treated with BMS493 (*n* = 10) survive significantly longer as compared to controls (Fig. 5d). Consistent with this, echographical measurement of the spleen size during disease progression (day 35) revealed that at this stage treatment with BMS493 significantly reduced infiltration of leukemic cells in the spleen (Fig. 5d). These findings demonstrate that blocking retinoid-signaling may represent an effective strategy to control murine CLL progression.

### Blocking RA-signaling controls peritoneal leukemia expansion

Fat-associated lymphoid clusters (FALCs) are atypical lymphoid tissues of the peritoneal cavity that are induced by inflammation and contain different cell subsets including CXCL13^+^ non-hematopoietic stromal cells^35,36^. Given that leukemic cells from *Eμ-TCL1* mice share features of peritoneal B-1 cells, a cell type which is also present in the FALC, we hypothesized that peritoneal FALCs may represent supportive niches for murine CLL expansion. To test this, we first assessed the homing of leukemic cells to the omental FALCs by injecting green-labeled *Eμ-TCL1* CLL cells into the tail vein of wild-type recipients. Immunofluorescence confocal analysis performed 48 h post injection revealed a substantial accumulation of murine CLL cells in this site (Supplementary Fig. 6a). We then analyzed the peritoneal cavity of *Eμ-TCL1* transgenic mice with a high percentage of leukemia cells in their peripheral blood. In these mice, we found enlarged omental FALCs, and an increased number of mesenteric FALCs containing a high percentage of CD19^+^CD5^+^ leukemic cells as compared to control mice in which mesenteric FALCs were barely detected (Supplementary Fig. 6b and c). Moreover, FALCs from leukemic mice were significantly larger and characterized by a considerable expansion of CXCL13^+^ cells distributed within a network of collagen-IV (Supplementary Fig. 6b and c).

Interestingly, gross morphology analysis revealed that inhibition of RA-signaling significantly suppressed induction of mesenteric FALCs in transplanted mice (Supplementary Fig. 6d). Altogether, these findings demonstrate that peritoneal FALCs are supportive niches for the growth of leukemia, and that antagonizing retinoid-signaling controls FALC formation and disease expansion in the peritoneum.

### Increased expression of RA-nuclear receptors in human CLL

Previous work showed that RA induces the expression of different target genes including RA-nuclear receptors^37^. Based on these findings, we hypothesized that increased RA activity within the microenvironment may promote induction of RA-associated genes in responder leukemic cells. To test this hypothesis, we first assessed the expression of genes belonging to the RA pathway in CLL cells freshly isolated from the spleen of *Eμ-TCL1* mice. Among different genes tested, we found that expression of *Rarγ2* was significantly increased in leukemia as compared to control splenic B cells (Fig. 6a).

**Fig. 6:**
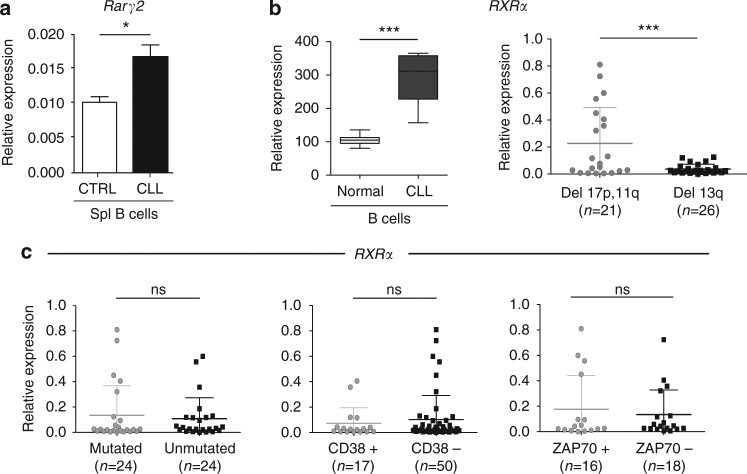
Increased expression of RA-nuclear receptors in human primary CLL cells correlates with bad prognosis. **a** qPCR analysis of *Rarγ2* expression in *Eμ-TCL1* CLL and control B cells. Data are representative of one out of five mice analyzed. The mean of triplicates and ±SD are shown. *p < 0.05. **b** Relative *RXRα* expression data of purified B-cells from healthy donors and CLL patients (**b**, left) from public repository, and expression of *RXRα* in CLL patients with different genomic aberrations (**b**, right). ***p < 0.001. **c** Correlation analysis of RXRα expression from purified CLL cells from patients with different IGHV mutational status, CD38 and ZAP70 expression

We then analyzed expression of RA-nuclear receptors in a previously published human data set of CLL patients^38^, and found that human CLL cells isolated from the peripheral blood express higher levels of *RXRα* as compared to normal B cells (Fig. 6b, left panel). Furthermore, we screened 60 human primary CLL cases with different genomic aberrations, and found a significant increase in *RXRα* expression in CLL cells of patients with 17p and/or 11q deletions and worse prognosis, as compared to those with 13q deletion and better outcome (Fig. 6b, right panel). Moreover, the *RXRα* expression is independent from other parameters such as immunoglobulin heavy chain variable region (IGHV) gene mutational status, CD38 and ZAP70 expression (Fig. 6c). These data demonstrate that RA nuclear receptors are up-regulated in human CLL cells, and that their expression levels identify a subset of patients with bad prognosis; and that human CLL cells are equipped to respond to endogenous retinoids.

## Discussion

In mouse and human CLL, the crosstalk between leukemia and the surrounding microenvironment promotes tumor cell survival and disease progression^2,3^.

Consistent with the notion that leukemic cells modify the microenvironment, gene expression profile (GEP) analysis of stromal cells cultured with murine *Eμ-TCL1* CLL cells revealed deregulation of genes involved in inflammation and stroma/extracellular matrix remodeling. Interestingly, our findings revealed that human leukemic cells also deregulate similar gene signatures, thus indicating commonalities between mouse and human CLL cells. Among those genes, we found up-regulation of *αSma/Acta2*, a marker of activated and cancer-associated fibroblasts, and *Nidogen-2*, *Lamb2,* and *Prelp*, which encode for ECM-associated proteins. In addition, PRELP and its family member FMOD are two ECM secreted glycoproteins overexpressed in CLL cells, and whose role in CLL remains unknown^39,40^. The analysis also revealed that mouse leukemic cells, and to some extent human CLL cell as well promote retinoid-synthesis and signaling, and that retinoids contribute to tissue remodeling and disease progression in mouse models. Indeed, a murine stromal cell line treated with the RA-signaling inhibitor showed repression of genes involved in adhesion, ECM–cell interactions, migration and tissue remodeling. Interestingly, our findings indicate that 30% of the genes deregulated in the stromal cell line after leukemia co-culture are controlled by RA nuclear receptors, thus indicating that activation of retinoid signaling upon stroma–leukemia interactions are responsible for regulating a large subset of stromal-associated genes including genes encoding for chemokines.

Our work in mice demonstrates that the CLL-dependent induction of *Cxcl13* in stromal cells is, at least in part, retinoid-dependent, since treatment with the RA antagonist BMS493 prevents *Cxcl13* induction. In line with this, treatment of spleen stromal cells with RA induces *Cxcl13* expression. Consistent with our results and with previous findings indicating that retinoids regulate *Cxcl13* expression^31,41^, inhibition of RA-signaling in mice causes a slight but consistent reduction and disorganization of spleen CXCL13 distribution.

In agreement with our in vitro findings, the distribution of CXCL13 also increased during disease progression. This was particularly evident in transplanted mice, in which CXCL13^+^ stromal cells are spread throughout the white pulp, and in the outer follicular region corresponding to the marginal reticular cell layer where they form a thicker ring of stromal cells positive for this chemokine. Although we found that CXCL13 was also expressed by FDCs, our results indicate that to a major extent follicular stromal cells different from FDCs express CXCL13 during leukemia progression. This is further supported by the fact that the signal of CXCL13 remained abundant in stromal cells not expressing FDC markers. Our findings revealed that in mice, the expansion of CXCL13^+^ cells result from induction of CXCL13 in stromal cells previously negative for this chemokine, rather than an increase in stromal proliferation. However, we cannot exclude the possibility that a slow-rate proliferation of CXCL13^+^ stromal cells takes place during disease progression and may contribute to CXCL13 expansion. Of note, recent work showed that during inflammation, B-cell follicles expanding into the T-cell zone convert pre-existing stromal cells, positioned at the B-T border, into CXCL13^+^ secreting cells^42^. These cells, different from conventional T-zone FRCs, were termed versatile stromal cells. A similar mechanism might operate during murine CLL progression and contribute to observed phenomena, where leukemic cells expanding into the T-cell zone change the phenotype of local stromal cells.

Similar to the mouse model, we found altered stromal composition and loss of FDCs in the spleen of CLL patients. We also observed the presence of CXCL13 in human CLL spleen and lymph nodes, and that the number of CXCL13^+^ cells increases during disease transformation. Our findings demonstrate that leukemia progression induces changes in the follicular stromal microenvironment, and indicate that FDCs are dispensable for the late phase of CLL progression, and likely play a role only in the early phase, as previously proposed^25^.

Based on the GEP data, we hypothesized that preventing RA-signaling could be a strategy to interfere with stroma–leukemia interactions at multiple levels. Indeed, our results showed that mice fed with a VAD diet or treated with an RA-signaling inhibitor survive longer as compared to controls, and this phenotype appears to be the result of reduced accumulation and expansion of leukemic cells in lymphoid tissues. Although our data point to a role of retinoids in modulating stroma–leukemia interactions at multiple levels, we cannot exclude that RA-signaling inhibition may also have a cell autonomous effect on leukemic cells. This hypothesis is based on findings showing that RA-signaling plays a role in the development of marginal zone B cells and B1 cells^43^.

Our findings also reveal that mesenteric FALCs represent additional leukemia-supportive niches, and that retinoid-antagonist therapy prevents FALC formation, and consequently the expansion of leukemia in the peritoneal cavity. These findings are in line with the notion that RA was shown to affect the migration of B cells to the gut by inducing α4β7 integrin^43^. Furthermore, given the high retinoids content of the peritoneal adipose tissue, it is also likely that RA-signaling impacts on *Cxcl13* expression, homing of leukemia to the peritoneal cavity, and consequently FALC formation. Of note, peritoneal infiltration and enlargement of abdominal LNs occurs in CLL and other blood malignancies^44^. Although several reports have linked omental FALCs with solid tumor metastasis, it is unknown whether FALCs are induced in human CLL, and function as supportive niches promoting disease progression.

Based on our findings in mice, we propose that leukemic cells are capable to increase retinoic acid activity in the microenvironment. In addition, our work also indicates that upon interaction with mouse and human leukemic cells, stromal cells can up-regulate the enzymes involved in RA synthesis, which can act in an autocrine and paracrine fashion to stimulate multiple pathways, including ECM–leukemia interactions, adhesion, and chemokine secretion, and possibly in combination with other pathways such as toll-like receptor signaling, as previously demonstrated^45^. In addition, we suggest that RA acting in a paracrine manner activates target genes in both neoplastic and other non-tumoral cells of the microenvironment. Recently, a retinoic acid-low microenvironment in multiple myeloma (MM) was shown to prevent differentiation of MM cells and promote drug resistance^46^, a mechanism that we have not investigated. However, previous work indicate that retinoic acid does not promote differentiation of CLL cells^47^.

Although future work is required to fully elucidate the role of RA in the CLL microenvironment, our findings reveal that mouse and human leukemic cells could be distinguished from normal B-cells by their increased expression of *Rarγ2* and *RXRα* respectively, thus indicating they are equipped with the machinery to activate RA-target genes upon RA-binding. At present, the meaning of the correlation between increase expression of *RXRα* in a subset of patients carrying high-risk genetic aberrations and bad prognosis remains unclear. Nevertheless, emerging data point to a critical contribution of *RXRα* in lymphoid malignancies^48^. In support of this, loss of *Rxrα* protects mice from developing leukemia^49^. It is worth mentioning that RXR*α* is a dimerization partner for other nuclear receptors such LXRs, VDRs, and PPARs, and thus it might be involved in the regulation of other signaling pathways implicated in CLL pathogenesis.

In cancer, agonists of RA nuclear receptors have been used with the rational to induce terminal differentiation, inhibit proliferation and promote apoptosis^20,21^. Interestingly, using in vitro models it was demonstrated that both agonists and antagonists of RA-signaling induce similar growth inhibitory effects in cancer cells, thus indicating that inhibition of RA signaling is also detrimental and may represent a strategy for cancer treatment as we propose^50^.

In conclusion, although our findings were mostly obtained using mouse models that may not fully reflect the human CLL, they indicate that retinoid-signaling plays an important role in the pathogenesis of murine CLL, and that retinoid-antagonist therapy may represent an effective strategy to target CLL-microenvironmental interactions at multiple levels to control disease progression.

## Methods

### Mice

C57BL6 were purchased from Charles River Italia; *Eμ-TCL1*, *Rag2*^*−/−*^*γ*_*c*_^*−/−*^^48–51^ and *Pdgfrα*^*gfp/+*^ mice have been previously described^33,51,52^. For in vivo analysis, female and male mice of 8–10 weeks of age were used. Animals were maintained in a specific pathogen-free animal facility and treated in accordance with European Union and Institutional Animal Care and Use Committee guidelines.

### Immunofluorescence staining and confocal analysis

Tissues were collected and fixed for 5 min in 4% (w/v) PFA (Sigma-Aldrich), then washed in PBS 1 × and dehydrated overnight in 30% sucrose (Sigma-Aldrich) at 4 °C. Samples were embedded in Tissue-Tek OCT compound (Bio-optica) and frozen in ethanol dry-ice bath (using Dehyol 95 (Bio-optica)). Around 8–10 μm thick sections were placed onto glass slides (Bio-optica), fixed in cold acetone for 5 min, dried, and kept at −80°C until used. Slides were incubated 30 min with a blocking solution of PBS at 0.5%FBS and 0.05% Tween (VWR) (PBS-T 0.05%), followed by primary (supplementary material) specific antibodies or secondary reagents (supplementary material). Primary antibodies, secondary antibodies, and streptavidin reagents were diluted in blocking solution PBS-T 0.05% and incubated for 1 h and 30 min, respectively. For anti-mouse and biotin-conjugated primary antibodies, additional incubation with MoM (Vector Lab) and Avidin/Biotin blocking solution (Vector Lab), respectively, were performed following the manufacturer’s instructions. Nuclei were visualized with DAPI (Fluka), and mounting was performed with Mowiol (Calbiochem). For detection of MAdCAM-1, CXCL13 and PDPN antibodies, Tyramide Signal Amplification kit (Perkin Elmer) was used. To visualize proliferating cells, Click-iT^®^ EdU Imaging Kits (Invitrogen) was employed accordingly to manufacturer’s protocol. Confocal images were acquired using Leica TCS SP2 and Leica TCS SP8 microscopes. Digital images were recorded in separately scanned channels with no overlap in detection of emissions from the respective fluorochromes. Final image processing was performed with Adobe Illustrator CS4 and Adobe Photoshop CS4. For immunohistochemistry of human biopsies, tissue sections from formalin-fixed, paraffin-embedded blocks were used. Sections were stained with primary goat polyclonal antibody to CXCL13 (dilution 1:30; R&D Systems) and upon appropriate antigen retrieval, reactivity was revealed using biotinilated anti-goat IgG (dilution 1:250; Vector Laboratories) followed by 3,3′-diaminobenizidine tetrahydrochloride (DAB), and finally counterstained with H&E according to standard protocols. After dehydratation slides were permanently mounted in Eukitt (Bioγ-Optica). Digital images were acquired using the Olympus BX60 microscope with DP-70 Olympus digital camera and processed using Analysis Image Processing software.

### Isolation, purification, and characterization of leukemic cells

*Eμ*-*TCL1*, transplanted and control mouse tissues (peripheral blood, lymph nodes, omentum, mesentery, and femoral bone marrow) were collected from mice either alive (peripheral blood) or killed (other tissues). Solid tissues were smashed and filtered on a 40 μm cell strainer (Corning). Single-cell suspensions were washed in PBS and erythrocytes were depleted using an ammonium chloride solution (ACK) lysis buffer (NH_4_Cl 0.15 M, KHCO_3_ 10 mM, Na_2_EDTA 0.1 mM, pH 7.4). For flow cytometry analyses, samples were incubated for 15 min at RT with Mouse BD Fc Block™ (purified rat anti-mouse CD16/CD32; BD Bioscience Pharmingen). Then cells were washed and incubated for 15 min at 4 °C with conjugated antibodies and finally data were acquired on FACSCanto™ II (BD Biosciences) and analyzed using FlowJo software (Tree Star). For culture experiments, B-lymphocytes were collected from the spleen, purified and enriched by negative depletion (EasySep™ Mouse B Cell Enrichment Kit; StemCell Technologies). The purity of all murine CLL samples and control B cells was always more than 90%. Human CLL cells were purified immediately after blood withdrawal, by negative depletion using the RosetteSep B-lymphocyte enrichment kit (StemCell Technologies). The purity of all human preparations was always more than 99% and the cells co-expressed CD19 and CD5 on their cell surface as checked by flow cytometry (FC500; Beckman Coulter); preparations were virtually devoid of natural killer cells, T lymphocytes, and monocytes. Human primary samples were obtained from RAI stage 0-1 CLL patients, after informed consent as approved by the Institutional committee (protocol ViVi-CLL) of San Raffaele Scientific Institute (Milan, Italy) in accordance with the Declaration of Helsinki.

### Cell cultures and treatments

A mouse spleen-derived stromal cell line (mSSC) expressing *yfp* was generated as previously described^4^. F9-RARE-LacZ cell line was previously described^37^. Cells were cultured at 37 °C, 5% CO_2_ in DMEM (Gibco) supplemented with 10% heat-inactivated FBS (Euroclone), 2 mM l-glutamine (l-Glu; Gibco), 100 U/ml penicillin and 100 μg/ml streptomycin (Pen/Strep; Gibco). All cell lines are monthly tested for mycoplasma. For experiments in Vitamin A deficient medium, the FBS serum was substituted with B27 supplement normal and without retinyl acetate (B27-normal and B27-vitA^-^; Invitrogen). Stromal cells were treated for 24 or 48 h with different stimuli: 1 μM all-*trans* Retinoic Acid (in DMSO; Sigma-Aldrich), 1 μM BMS493 (in DMSO; Tocris Bioscience)^30^ or vehicle (DMSO).

### Leukemia propagation, co-culture assays and lymphoid aggregate formation

For leukemia propagation, *Eμ-TCL1* mice were killed when CD19^+^CD5^+^ cells reached 90% in PB. A total of 1 × 10^7^ leukemic cells (from different donor mice) were purified form the spleen and injected intraperitoneally into syngeneic C57BL6/N, *Rag2*^*−*/−^*γ*_*c*_^*−/−*^ or *Pdgfrα*^*gfp/+*^ recipients. Treatment with the BMS493 inhibitor was performed by oral gavage at 5 mg/Kg dosage (in corn oil) three times a week for 6–8 consecutive weeks. For ex vivo organ cultures, animals were killed when terminally sick. Labeling of B-lymphocytes with CellTracker™ Green CMFDA Dye (ThermoFisher Scientific) was performed by incubating 1 × 10^7^ cells /mL for 20 min at 37 °C according to manufacture instructions. Labeled cells were injected intraperitoneally and mice killed at the indicated time points. Vitamin A Deficient mice were generated as previously described^34^.

Co-culture experiments were performed using purified B-lymphocytes in combination with either mSSC or F9-RARE LacZ reporter cell line. For the co-culture experiments with F9-RARE LacZ reporter cell line, 1 × 10^7^ B-lymphocytes were seeded on top of 2.5 × 10^5^ of F9-RARE LacZ cells in poly-l-Lysine-coated 48-well plate (Costar). After 48 h, floating cells were discarded while remaining adherent cells were lysed and β-gal activity assay was assessed. Co-culture experiments were conducted in triplicate, and cells were maintained in complete DMEM with 5% CO_2_ at 37 °C. Assessment of βgal activity was performed as previously described^37^.

For lymphoid aggregate formation, immortalized mSSC and leukemic B-lymphocytes were used. Specifically, mSSC and *Eμ-TCL1* CLL cells were mixed in a ratio 1:20 (specifically 4 × 10^5^ cells and 80 × 10^5^ cells for each aggregate), pelleted and re-suspended in 1 ml of 0.9% type I rat tail collagen solution. This solution was prepared, on ice, with the following components: 360 µl of DMEM, 14 µl of PBS ×10, 3 µl of NaOH 1 M, and 125 µl of Collagen I (Corning), and was used immediately after the preparation. A volume of 5 µl drops of the resulting cell suspension were spotted on the lid of a petri dish, as hanging drops, and were incubated for 20–25 min in humidified incubator with 5% CO_2_ at 37 °C, to favor collagen polymerization. Next, the polymerized cells-collagen drops were transferred into a petri dish with 10 ml of DMEM. After 24 h, the organoids were formed by collagen contraction^53^. For BMS493 treatment experiments: mSSCs and murine *Eμ-TCL1* leukemic cells were pre-treated individually before the organoids formation for 24 h with 1 µM of BMS493 (in DMSO; Sigma) and vehicle (DMSO). On established organoids, BMS453 or vehicle treatment was repeated for additional 48 h, with one administration per day. At the end of the treatments, pools of four organoids were digested in 60 μl of 0.225 mg/ml Liberase (Roche) solution for 10 min at 37 °C, agitating at 1000 rpm. Digested organoids were analyzed by MACSQuant Analizer 10 (Miltenyi Biotec) in order to assess the number of live cells (DAPI negative). Further analysis was performed using FlowJo software (Tree Star).

### Microarray, RNA-seq, and qPCR analyses

For microarray analysis, 2 × 10^7^ purified B-lymphocytes were seeded on top of 7.5 × 10^5^ mSSC in 60 mm dishes (Costar). After 40–48 h, floating B-lymphocytes were collected with the supernatant by gently flushing, instead *yfp*^*+*^ stromal cells and stroma-adherent B lymphocytes were separated by sorting using MoFlo™ XDP (Beckman Coulter) cell sorter. Total RNA was extracted with RNeasy Micro or Mini kit (Qiagen). For microarray analysis, cRNA preparation and amplification was performed using Illumina TotalPrep™ RNA Amplification Kit, and then the analysis was performed using Illumina Whole-Genome Gene Expression Direct Hybridization Assay system (Illumina). For RNA-seq analysis, quality of the RNA was checked with Agilent RNA 6000 Nano chip, and run on Bioanalyzer 2100 (Agilent) (The Center of Bioinformatics and Functional Genomics at OSR performed RNA sequencing). Briefly, library preparation was performed using the Illumina TrueSeq Stranded mRNA kit (Illumina), starting from 300 ng of total RNA. After barcoding, the RNA libraries were pooled, denatured, and diluted to an 8 pM final concentration. Cluster formation was performed on cBot (Illumina) using flow cell v.3. The sequencing by synthesis (SBS) was performed according to TruSeq SR protocol (Illumina) for the HiSeq 2500 (Illumina) set to 100 cycles, yielding an average of 18 × 10^6^ clusters for each sample. For qPCR analysis, reverse transcription of 0.2–2 μg of total RNA was performed with the ImProm-II Reverse Transcription System kit with random primers (Promega). qPCRs were performed using Universal Probe Library system (Roche) on a LightCycler480 (Roche). The *C*_t_ of *Rpl13* or *GAPDH* (housekeeping genes for mouse and human, respectively) was subtracted from the *C*_t_ of the target gene, and the relative expression was calculated as 2^*−*ΔCt^. qPCRs were performed in triplicate or quadruplicates and mean ± SD represented as relative expression (primer sequences are described in supplementary material).

### HPLC/UV analysis of retinyl ester (RE) and retinol (ROL)

Vitamin A depletion was assessed by measurement of retinol and retynil palmitate with UV-HPLC as previously described^54^. Solvents and controls were purchased from Sigma-Aldrich. 300–500 mg of tissue were frozen immediately after collecting and were kept at −80 °C until assay. Samples were extracted as previously described with some modifications. Immediately before the analysis, 5 μl of internal standard (IS, 20 μM retinyl acetate) were added to each sample. Then tissues were homogenized on ice using a Heavy Duo Stirrer motorized potter in 1.5 ml of cold 0.9% NaCl. A volume of 1.5 ml of 0.025 M KOH in ethanol was added to tissue homogenates and mixed at 1100 rpm, RT for 30 min, and after 5 ml hexane was added to the aqueous ethanol phase. The samples were vortexed and centrifuged for 10 min at 1200 rpm. The hexane phase containing ROL and RE was recovered. The extraction was repeated twice, the hexane phase collected and dryed under nitrogen. ROL/RE extracts were resuspended in 500 μl acetonitrile. A volume of 100 μl portions were analyzed by high pressure liquid chromatography (HPLC). Separations were obtained on a LiChrospher 100 RP18 column (5 μm, 250 × 4 mm; Merck) and were quantified by UV absorbance at 325 nm. Elution was carried out at a flow rate of 1 mL/min, with gradient formed by the solvent A, consisting of water, solvent B, consisting of acetonitrile, and solvent C consisting of acetonitrile with 0.1% dichloromethane. The gradient elution program was as follows: 19 min 30% A and 70% B, 11 min linear gradient to 11% A and 89% B, 1 min 11% A and 89% B, 1 min linear gradient to 100% B, 8 min to 100%, 2 min linear gradient to 100% C, 8 min linear gradient to 100% B, and 5 min linear gradient 30% A and 70% B.

### Ultrasound imaging of the spleen

Murine spleens were imaged using the Vevo 2100® High-Resolution Ultrasound Imaging System (VisualSonics, FUJIFILM, Toronto, Canada). 2D Ultrasound images were performed in B-mode using the Vevo 2100 linear array transducers MS 550D (center frequency of 40 MHz) and MS 250 (center frequency of 21 MHz). After removal of the fur from the abdomen of the mice using depilatory cream (Veet), a warmed ultrasound Gel was placed between the skin surface and the transducer. The sonograms were analyzed and the transversal and sagittal diameters of the widest part of the spleen, and the length of the spleen were determined using the image analysis software Vevo LAB (Visualsonic, FUJIFILM). All the ultrasonographic evaluations were performed by a single examiner.

### Statistical analysis

Illumina microarray data were processed in the R environment. Normalization was obtained with the lumi package^55^, and differential analysis was performed by applying a permutation-based non-parametric method implemented in the RankProd package^56^. Differential expressed genes were selected according to the threshold FDR *q*-value < 0.05.

Statistical analysis using a 2-tailed unpaired Student’s *t* test or 2-way Anova or Log-rank (Mantel-Cox for survival curves) test was performed with GraphPad Prism 5.0c (GraphPad Software), and values were expressed as mean ± SD or SEM (indicated in the figure legends). Differences were considered statistically significant at *p* less than 0.05. For RNA-seq analysis, raw sequences (fastq) were filtered for good quality scores using FastQC software. FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc. Sequences obtained were aligned to the Mouse genome (mm10 release) using STAR aligner (version 2.3.0e_r291)^57^. Only uniquely mapped reads were used to estimate gene counts using the reported Ensembl gene annotations (v85) using Rsubread Bioconductor package. Subsequent to mapping the gene count, data were normalized using the “weighted trimmed mean of M-values” described elsewhere^57^. After normalization, differential gene expression was performed using the limi package in R^55^. Annotation analysis was performed using VLAD – Visual Annotation Tool at MGI (Mouse Genome Informatics)^58^. No statistical method for sample size choice was used; however, a similar number of mice is generally used in the field for similar experiments. No animals have been excluded from the analysis, and no randomization methods were used to allocate mice to different groups. For assessing experiment outcome no blinding method was used.

### Study approval

Biological samples were obtained from patients affected by CLL according to the research protocol “ViViCLL” approved by the institutional review board at San Raffaele Hospital (Milan, Italy). Informed consent was obtained in accordance with the Declaration of Helsinki.

### Data availability

Microarray and RNA-seq data were deposited in the Gene Expression Omnibus (GSE111613). The authors declare that all data supporting the findings of this study are available within the manuscript or its supplementary files or are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

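Stromal cells of the murine line mSSC were treated with BMS493 or DMSO and analysed by RNA-seq, with 4 cultures per group in the sample labels. The authors deposited 1 table of their comparison, and its values are read here as theirs. Its columns are the mean log2 normalized expression of each gene over all samples, the log2 fold change of BMS493 over DMSO, the moderated t, the p-value and the Benjamini-Hochberg adjusted p-value. The authors wrote decimal commas, which were converted on reading. The t of the authors' deposited table is a score with no fixed range. The sum over genes of 2 raised to the mean log2 expression was 989369, close to the total of values scaled as CPM. The p-values the authors deposited have 7 decimals and the adjusted p-values 8, so that a p listed as 0 (414 genes) is under 5e-08 and an adjusted p listed as 0 (205 genes) is under 5e-09. According to the paper, the authors aligned reads to mm10 with STAR, counted uniquely mapped reads on Ensembl genes with Rsubread and scaled them by weighted trimmed means of M-values. The paper names the R package of the test as limi, and its text gives no threshold for the RNA-seq, so the 0.05 of its statistics section was used.

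The table has no values of single cultures. The paper's methods state an average of 18000000 clusters per sample. The depth per library, the spread between cultures and any test of the samples can therefore not be given here. The design fixed before the data were examined foresaw this case: the authors' calls are reported as theirs and no test of single genes was run. The standard error of each fold change was computed as the fold change divided by t. For the gene lists, camera on expression values had been planned. It could not be run, and cameraPR on the listed t was used in its place, in limma 3.58.1 with R 4.3.3 and a preset inter-gene correlation of 0.01. Each list's median was also set against 10000 random lists drawn within 50 bins of mean expression. Other steps used Python with numpy, pandas, scipy and matplotlib. The lists cover ECM-receptor interaction, focal adhesion, the actin cytoskeleton, transendothelial migration, the retinoid pathway, chemokines, the cell cycle, the interferon response and the genes of Fig. 1a in both directions. They were written by hand before the data were examined, and the study had named some of their members from these libraries.

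Symbols were matched to GENCODE M21 on GRCm38. In all, 11783 genes matched by symbol and 604 more through 1 older symbol. GC content and length of the longest transcript were taken from the same annotation for 98.4% of the genes.

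The scripts were tested on simulated data. With t values shuffled over genes, 10 of 10 lists of 40 genes whose t was lowered by 2 were called lower at p under 0.05, and 0 of 100 unchanged lists were called. Shuffling removes any correlation between genes, so the 0 does not show how often lists of correlated genes would be called wrongly. The shift of 2 was also larger than the mean t of the real ECM-receptor (-0.85), focal adhesion (-1.12) and actin cytoskeleton (-1.66) lists. The 10 of 10 therefore does not show that shifts of their size would be found. A first version of this simulation lowered so many lists that it moved the background, called unchanged lists higher, and was replaced. Of 2133 simulated t values, the degrees of freedom came within 5% of the true ones for 2133. Of 100 unchanged lists, 13 lay under percentile 5 or over percentile 95 of their matched random lists, where 10 are due by chance.

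Genes named in the text are those the study names for its RNA-seq, Cxcl13 and Rarb, the retinoid pathway genes past the threshold, and the 5 genes per direction with the largest fold change among those with an adjusted p under 0.05 and a mean log2 expression of at least 1, of which 1 is not reported here. The rule also asked that the cultures of both groups do not overlap, which could not be applied. Alternatives tried were an adjusted p under 0.01, set before the data were examined, and others chosen after: a fold change of at least 1.5, a filter on expression, 6 or 3 degrees of freedom, and for the lists the fold change or ranks in place of t, a preset correlation of 0.05, 2 filters on expression, the removal of the trend on GC content and transcript length, leaving out Dhrs3 and Cyp1b1 for the retinoid pathway, and leaving out the genes the study names for ECM-receptor interaction, focal adhesion, the actin cytoskeleton and transendothelial migration. The co-culture microarray was not analysed here. No values for Cyp26b1 and Cxcl13 were found in the authors' deposited table.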

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

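The tests in this part were chosen after the results were seen. Among genes with an adjusted p under 0.05 and a mean log2 expression of at least 1, several of the largest fold changes belong to genes that the paper's text does not discuss, which is why they are listed. In the authors' deposited table log2 fold changes among the lowest, besides that of Ogn, are -7.63 for Dhrs3 (chromosome 4, 144892827 to 144928209 of GRCm38), -3.53 for Gas1 (chromosome 13, 60174405 to 60177365) and -3.42 for Mmp3 (chromosome 9, 7445822 to 7455975). Among these genes the highest values in the authors' deposited table are 3.45 for Serpina3n, 2.64 for Nptx1 (chromosome 11, 119538719 to 119547753), 2.20 for Dio3 (chromosome 12, 110279068 to 110281097), 2.13 for Tnfrsf11b (chromosome 15, 54250619 to 54278484) and 2.05 for Pkp1 (chromosome 1, 135871395 to 135919207). For noise of weakly expressed genes the adjusted p over all genes was read, which the rule required only to be under 0.05. In the authors' deposited table it is listed as 0, under 5e-09, for 7 of these 8 genes, and the absolute t of the 8 runs from 9.9 to 37.4. These values go well past the rule as far as the authors' standard errors hold. The genes were picked with the same adjusted p, so this is not an independent test of such noise. The size of the changes may be less certain than their direction. The level of Dhrs3 under BMS493 worked out at -0.65 on the log2 scale and that of Serpina3n under DMSO at -0.28. Whether a count added before logs were taken affected fold changes at such levels is not stated in the paper and was not tested. For Gas1 the adjusted p in the authors' deposited table, 0.00943, is far larger than for the others, and its computed standard error was 0.331. Its t of -10.7 lies further from 0 than the 9.87 of Pkp1, whose adjusted p is listed as 0. The larger adjusted p of Gas1 therefore goes with fewer degrees of freedom in the authors' test, not with a smaller t. The mean expression of Gas1 is at percentile 49.3 of all genes, and a spread between cultures stays open for it. Serpina3n has close paralogs, and reads shared with them stay open for it, although the paper states that uniquely mapped reads were counted. Inhibition of RA-signaling, the difference the design names, stays open as a biological explanation.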

How the results depend on the processing

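Except for the adjusted p under 0.01, the alternatives that were run were chosen after seeing the data. No paired analysis was possible because the table holds no values of single cultures. For the same reason leaving out each culture, other splits of the samples, DESeq2, limma-voom, upper quartile and quantile scaling, filters on counts, other pseudocounts, fry and an estimated correlation were not run.

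At an adjusted p under 0.01 the authors' deposited table calls 1566 genes, 866 lower and 700 higher, against 2341, 1233 and 1108. With a fold change of at least 1.5 there were 500 calls, 204 higher and 296 lower. With a mean log2 expression of at least 1 and the adjustment recomputed there were 2297. With p recomputed from t with 6 degrees of freedom there were 1060, of which 428 were higher and 632 lower. With 3 degrees of freedom there were 0 in total, 0 higher and 0 lower, and 0 of the 38 named genes with a value passed, of which 36 had an unadjusted p under 0.05. The last setting drops what the authors' test borrows across genes, so fewer calls follow from its construction, and 1895 genes had an unadjusted p under 0.05. The share of lower calls was 52.7% in the main setting, and no normalization could be changed.

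Of the 10 lists, 9 had an adjusted p under 0.05 from cameraPR. This fell to 4 with the log2 fold change in place of t, 4 with ranks of t and 2 with a preset correlation of 0.05, and 6 passed among genes with a mean log2 expression of at least 3. With the log2 fold change the adjusted p rose to 0.240 for focal adhesion, 0.0718 for the actin cytoskeleton, 0.144 for transendothelial migration, 0.185 for the cell cycle and 0.240 for the genes higher in co-culture. With ranks of t it rose to 0.0954 for focal adhesion, 0.279 for the retinoid pathway, 0.279 for chemokines, 0.521 for the genes higher in co-culture and 0.245 for those lower in co-culture. With a correlation of 0.05 it was 0.155 for focal adhesion, 0.0747 for the actin cytoskeleton, 0.0860 for transendothelial migration, 0.0860 for chemokines, 0.0860 for the cell cycle, 0.0841 for the genes higher in co-culture and 0.0747 for those lower in co-culture. With a mean log2 expression of at least 1 it was 0.117 for the genes lower in co-culture. With at least 3 it was 0.950 for chemokines, of which 4 genes were left, 0.0672 for the genes higher in co-culture and 0.172 for those lower in co-culture. Without Dhrs3 and Cyp1b1 it was 0.0870 for the retinoid pathway, where leaving out the lowest t raises p by construction. The cause of the other changes was not tested. Without the genes the study names the adjusted p was 0.118 for focal adhesion and 0.104 for transendothelial migration. The ECM-receptor list reversed, to higher (0.406). Leaving out genes that were named as lower raises a list by construction. In the other 40 comparisons a list kept its direction and its side of the threshold. The interferon response list stayed under 0.05 in each of the 6 alternatives that cover all lists, and the ECM-receptor list stayed over it in each.

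The share of Fig. 1a genes that moved opposite to co-culture was 60.0% (exact binomial p = 0.321) and 56.5% among genes with a mean log2 expression of at least 1 (exact binomial p = 0.535). The genes called in the opposite direction were 10, and 8 at an adjusted p under 0.01. The paper gives an average of 18000000 clusters per sample and the depth per library is unknown, so its effect on weakly expressed genes such as Rarb and Col15a1 could not be measured.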

Differences from the paper's values

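Log2 fold changes were read by eye from Fig. 2b with a reading error of 0.1. Those of Ogn, Col15a1, Il1rl1, Grem1, Aldh1a1, F11r and Cyp1b1 lay within that error of the authors' deposited table, and those of Nid2 and Bst2 did not. For Nid2 the authors' deposited table gives a log2 fold change of -1.07, against the paper's about -1.3 in Fig. 2b, read by eye. For Bst2 the authors' deposited table gives -0.45, against the paper's about -0.71 in Fig. 2b, read by eye. In both cases the point nearest to the gene's label was read, and which point the label belongs to is not certain. None of the alternatives set before the data were examined changes a fold change, so none closed either gap.

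The paper states that genes of ECM-receptor interactions were down-regulated. The list written for this process had a median log2 fold change of -0.04. It did not pass the threshold in the main setting (adjusted p = 0.115 from cameraPR) or in the 6 alternatives that cover all lists. The 6 matrix genes the paper names were each lower. Without the genes the study names, an alternative chosen after seeing the values, the list turned to higher (adjusted p = 0.406 from cameraPR). The paper names its matrix and adhesion genes as lower, so leaving them out raises the list by construction. That alternative therefore cannot weigh against the paper's statement. The study names its processes from an annotation tool, which was not used here. The paper names Cyp26b1 in its text where Fig. 2a plots Cyp1b1, whose log2 fold change in the authors' deposited table is -0.95.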

Other observations

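The tests of date names and of aryl hydrocarbon receptor targets were written before their results were seen. Those of ECM-receptor genes were alternatives chosen after the data were examined, and the others in this part were written after their results were seen.

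Rarb, an RA target that the paper measures by qPCR in another experiment, has a log2 fold change of -3.59 in the authors' deposited table (computed standard error 0.325). Its mean log2 expression is -0.49, among the lowest of all genes, and its level under BMS493 worked out at -2.29, so the size of the decrease is uncertain. No value for Cxcl13 was found in the authors' deposited table, so it could not be analysed here. The retinoid genes did not move one way. The lowest t values of the list belong to Dhrs3, with -7.63 in the authors' deposited table, and to Cyp1b1. Without both, the list had an adjusted p of 0.0870 from cameraPR over the t of 26 genes. Leaving out the lowest t weakens the list by construction, so this shows only that its result leans on Dhrs3 and Cyp1b1. Of the other retinoid genes, the authors' deposited table gives 2.51 for Aldh1a3, 0.87 for Dhrs9 and 0.70 for Crabp1, against -1.51 for Tgm2 and -0.53 for Rdh10. Aldh1a3 has a mean log2 expression of -0.27, and its level under DMSO worked out at -1.53, so the size of its increase is uncertain too. Smaller changes are listed there for Ncoa3 (-0.48), Rarg (-0.40), Fabp5 (-0.30), Rdh11 (0.17), Rxra (0.17) and Rara (0.16).

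The ECM-receptor list did not pass the threshold to begin with, so these tests cannot decide what moves it. Its cameraPR p was 0.328 with the trend on GC content and transcript length removed, 0.0616 among genes with a mean log2 expression of at least 3, and 0.406, with the direction turned to higher, without the genes the study names. With the named genes left out, cameraPR over the t values of all other genes gave p = 0.106 for focal adhesion (n = 154 genes), 0.0831 for transendothelial migration (n = 64 genes) and 0.000305 for the actin cytoskeleton (n = 110 genes). Leaving out genes named as lower weakens a lower list by construction. The actin cytoskeleton list stayed lower with the GC and length trend removed (p = 0.00017 from cameraPR, n = 111 genes) and among genes with a mean log2 expression of at least 3 (p = 0.000262, n = 105 genes), which argues against both as its whole cause. The cell cycle list was higher, with a median log2 fold change of 0.06 over 60 genes (adjusted p = 0.00639 from cameraPR).

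The degrees of freedom that the listed t and p imply could be solved for 6248 genes, with a median of 33.0. For 29 genes they were under 6, the number that 8 samples leave with treatment alone, and the lowest was 3.27. A moderated test adds to the residual degrees of freedom, so values under 6 argue against such a fit. Values that approach 3 from above are consistent with a fit that leaves 3, as treatment with 4 replicate pairs as a block would. A fit of fewer samples would leave as few and was not excluded. These 29 genes were at a median expression percentile of 82.2. The paper's text names no block.

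Of the 10 mitochondrially encoded genes, 9 had a computed standard error above the median of 200 nuclear genes of like expression, and all 10 had a positive log2 fold change, from 0.08 to 0.53, with 0 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. This is consistent with the explanation that the mitochondrial RNA share differed between libraries. Values of single libraries would be needed to test it.

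Among genes with an adjusted p under 0.05, neighbours along the chromosome moved together. Of 437 neighbouring pairs with unrelated symbols that do not overlap, 64.8% shared their direction, against 50.1% with signs shuffled among the called genes (one-sided permutation p = 0.0001, the smallest that 10000 shuffles can give). With signs shuffled only within chromosomes the mean was 50.5%, which argues against whole chromosomes moving one way. With the GC and length trend removed the share was 64.8%. That trend holds 1.8% of the variance of t, so removing it could hardly turn the sign of a called gene. A GC trend is therefore not decided by this share. Regional co-regulation is a candidate explanation. Transcription running into the next gene was not tested.

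The interferon response list was lower with BMS493. The paper discusses interferon regulatory factor targets among the genes higher in co-culture, and its text does not name them for the BMS493 comparison. The median log2 fold change was -0.38 over 44 of 60 genes and lay below the medians of all 10000 matched random lists (adjusted p = 2.61e-06 from cameraPR), and 38 of the 44 genes had a fold change below 0. The authors' deposited table calls 21 of these genes lower and 2 higher, and adjusted over the list alone 25 were lower and 2 higher. Bst2, which Fig. 2b marks, is a member of the list. With the trend on GC content and transcript length removed, p was 1.28e-07, and among genes with a mean log2 expression of at least 3 it was 1.95e-06, which argues against GC and length bias or noise of weakly expressed genes as the whole cause. The list kept an adjusted p under 0.05 in each of the 6 alternatives that cover all lists. A difference between cultures in something other than RA-signaling, such as cell density, could not be tested without values of single cultures, so a lower interferon response after BMS493 is a hypothesis.

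Cyp1b1 and Ahr are both lower, with -0.95 and -2.15 in the authors' deposited table, and Ahr was singled out after its value was seen. Lower receptor activity was tested on a hand-written list of other target genes. Of the 9 with a value 5 had a fold change below 0 (exact binomial test, two-sided, p = 0.748), which is too few to decide.

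In the authors' deposited table 19 row names are dates, as spreadsheets make of some gene symbols, and 17 of them lie between the neighbours of the Sept or March gene of that number. The others lie at Selenof, whose older symbol is Sep15 and whose match was made after the first count, and at Marc2. Of the 19, 4 have an adjusted p under 0.05 in the authors' deposited table, at the positions of Sept11, Sept6, Sept4 and March5.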
